A study of Homo sapiens with 6 samples. Its data were reported in "Ozonated olive oil inhibits melanoma proliferation by inducing ferroptosis" (2025).

How the data were processed

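Messenger RNA levels were measured by RNA sequencing in A375 cells, an established human melanoma line, cultured for 6 h with 0.01% olive oil (OLO, the control) or 0.01% ozonated olive oil (OZO). The 6 libraries fall into 2 groups of 3, as the sample labels give them. Strand-specific libraries were sequenced in paired-end mode, and the study's methods state that the authors aligned the reads to hg38 with HISAT2, counted them per gene with featureCounts and compared the groups with limma-voom 3.58.1. The normalization factors, any filter on low counts, any down-weighting of libraries and the use of strand in counting are not stated.

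The authors' deposited table of that comparison holds 28395 genes, each with an NCBI Gene number. An Ensembl identifier was absent for 2870 of them and a symbol for 617. The deposited log2 values are the fold change between the groups and the mean log2 CPM over all libraries, to which voom adds 0.5 to every count before taking logarithms. The deposited score is limma's moderated t of each fold change. The deposited p-value belongs to that t, and the deposited adjusted p-value was equal, to rounding, to a Benjamini-Hochberg adjustment recomputed over all genes. The direction was read from the name of the comparison, treated minus control, as OZO minus OLO, so a positive value is higher in OZO. Values of single libraries were not analysed here. The statistics per gene are therefore the authors' own, no test across libraries was run, and the number of libraries that share a gene's direction is not given. Only the authors' moderated t, with its p, carries the spread between libraries.

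The standard error of a fold change was computed as the fold change divided by its t. The degrees of freedom that connect each t with its p ranged from 5.02 to 5.24 over genes. The read depth was recovered from the low genes. Because voom adds 0.5 to each count, the mean log2 value of a gene above the lowest value, multiplied by the 6 libraries, is the logarithm of a product of odd whole numbers, and 100% of the 13414 genes with the lowest products fell on an odd whole number. The lowest value then corresponds to no read in any library and to a geometric mean library size of 18409903 counted fragments after the authors' scaling. The size of each library was not recovered. A mean number of reads per group was derived from the mean expression and the fold change. It is a mean on voom's log scale, and it is approximate because voom weights the libraries. A group was treated as at the floor at 3 implied reads or fewer. Folds against such a group are given against 3 reads, with 0.5 added on both sides as in the fold changes, and are called bounds here. These bounds leave out the spread between libraries, so they are not confidence limits and the true fold may be smaller.

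A gene was called different at an adjusted p-value under 0.05. The unadjusted p-value under 0.05 with at least a 2-fold change was counted beside it. A list of 41 ferroptosis-related genes includes those the study names, so part of it may have been picked on these libraries. Together with 13 other lists written from general knowledge it made 14 gene sets, which stand in for the pathway database of the study, not used here. Sets were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the authors' moderated t, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 14 sets. The median fold change of each set was also ranked among 10000 random lists matched on mean expression, each member being replaced by a draw from its 200 nearest genes. A second matching added transcript length and GC content of the canonical transcript in GENCODE 44. Differences between set medians were tested by permuting gene labels 100000 times. Sets, tests and thresholds were fixed before the data were examined, apart from Fisher's exact test of the ferroptosis list, the permutation comparisons of set medians, the second matching and what the closing section names as chosen later.

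Genes named in the text follow a rule fixed at the same time. It takes GCLM, GCLC, HMOX1, FTL, FTH1, SQSTM1, SLC7A11, GPX4, CHAC1 and NFE2L2 whatever their values, and any other listed ferroptosis gene with an adjusted p-value under 0.05. It adds the 5 largest rises and the 5 largest falls among called genes with a mean above the median of all genes. It adds up to 3 called members with the smallest p-value of each set that passes. A gene that meets this rule is not reported here. Coordinates are those of the RefSeq annotation of GRCh38.p14, the assembly that hg38 denotes, counted from 1, and 27745 genes were matched to it by their Gene number. Of all genes, 25497 were matched to GENCODE 44 by their Ensembl identifier.

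The procedures were tested on simulated data. In a simulation of 13773 genes in which 200 were changed by a log2 fold change of 2, 76.5% of the changed genes were recovered and 3.77% of the calls were unchanged genes. In the simulated set test the 1 shifted set was called and 0 of the 13 unshifted sets were, and 1 of the 13 unshifted sets lay outside the central 95% of its matched lists. Simulated genes were independent, had 40 members per set and included no unread genes, and the lists ranked medians of t. The simulation therefore does not give the error rate of the set tests for correlated genes. Alternatives were a restriction to genes above the median of mean expression, other adjusted p-value and fold-change thresholds, centring of the fold changes, another inter-gene correlation, a rank version of the set test, sets without shared members and other filters on reads. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.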

Results

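To examine how ozonated olive oil changes gene expression in melanoma cells, RNA-seq of A375 cells treated for 6 h with 0.01% OZO was compared with that of A375 cells treated with 0.01% OLO, with 3 libraries per group. The low values of the authors' deposited table imply a geometric mean library size of 18409903 counted fragments. The depth of each single library is unknown here. At that depth 21383 of the 28395 genes had a read in at least 1 library, and 13773 genes had a mean of at least 10 reads per library. The other 7012 genes had no read in any library, yet each carries a log2 fold change of 0.33 and an adjusted p-value of 0.249 in the authors' deposited table. With no read on either side, this offset is set by the scaled library sizes alone, and it corresponds to a 1.26-fold larger effective size of the OLO libraries on the weighted average of the fit. The median log2 fold change was 0.19 over all genes, which is moved by the unread genes, and −0.01 over the genes with a mean of at least 10 reads.

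The first question was how many genes differed between OZO-treated and OLO-treated cells. At an adjusted p-value under 0.05 in the authors' deposited table, 1999 genes were called different, of which 1131 were higher and 868 were lower in OZO. Of these, 1984 carry a gene symbol, with 1121 higher and 863 lower. The number depended most on the threshold, as 271 genes passed an adjusted p-value under 0.01. Most calls were small changes, and 74.4% of them were under 2-fold. A change of at least 2-fold with an adjusted p-value under 0.05 was seen for 512 genes, 330 higher and 182 lower. An unadjusted p-value under 0.05 was held by 5600 genes, where 5% of all 28395 genes is 1419.75. The 7012 unread genes all have a p-value of 0.133 from the authors' moderated t, so the count expected by chance is lower than that. Of the 5600 genes, 1317 changed at least 2-fold, 757 higher and 560 lower. That majority reversed, to 524 higher and 875 lower, when the fold changes were centred on the median of all genes. Of those 1317 genes, 643 had a mean under 10 reads. Among the 1999 calls, 121 had a mean under 10 reads, and 55 had at most 3 implied reads in both groups, where no fold is given.

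Of the 1999 calls, 56.6% were higher in OZO. This share depended on the centre of the fold changes. Centring on the median of all genes, which shifts every log2 fold change by 0.19, gave 634 higher and 2481 lower genes. Centring on the median of genes with a mean of at least 10 reads gave 1163 higher and 840 lower genes. The direction of calls also varied with expression. Among genes with a mean between 10 and 14 log2 CPM, 37 calls were higher and 1 was lower, and between 2 and 4 log2 CPM 120 were higher and 171 lower. The change was not monotonic, since among genes with a mean of at least 10 reads and at most 2 log2 CPM 106 calls were higher and 85 lower, and among genes with a mean under 10 reads 64 were higher and 57 lower.

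**Figure D1:**
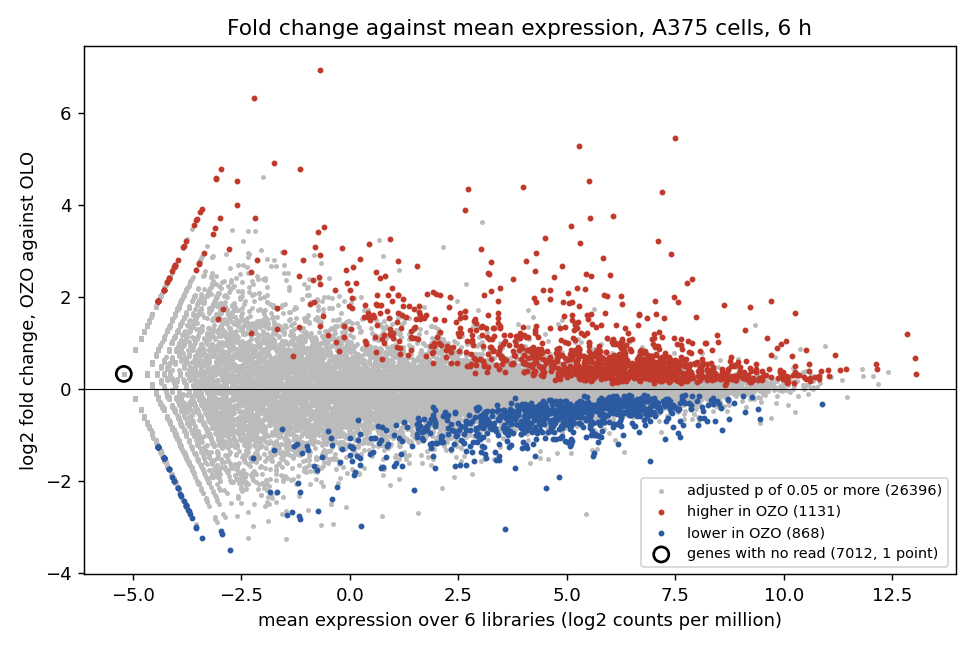
Each point is a gene of the authors' deposited table, with its mean expression over the 6 libraries (log2 CPM) on the horizontal axis and its log2 fold change, OZO against OLO, on the vertical axis. The 1131 genes called higher and the 868 called lower are coloured, and the open circle marks the single point shared by the 7012 unread genes.

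The largest fitted rise among called genes above the median expression was that of CA9 (chromosome 9, 35673928 to 35681159), with a log2 fold change of 6.94 and an adjusted p-value of 0.0274 in the authors' deposited table. CA9 had an implied 0.54 reads in OLO and 127 in OZO, and was 36.5-fold higher in OZO against 3 reads. The standard error of its log2 fold change was 1.04, and the 36.5-fold value leaves this spread out. Because the fitted fold of a gene at the floor is no bound, CA9 is not shown to have risen more than EGR1 at 43.8-fold or FOS at 39.2-fold. EGR1 (chromosome 5, 138465479 to 138469303) had a log2 fold change of 5.45 (standard error 0.28) and an adjusted p-value of 0.0034 in the authors' deposited table. FOS (chromosome 14, 75278828 to 75282230) had 5.29 (standard error 0.29) and an adjusted p-value of 0.00388 in the authors' deposited table. A gene without a symbol, NCBI Gene 100126512, had an implied 1.08 reads in OLO. Against 3 reads it was 12.4-fold higher in OZO, with an adjusted p-value of 0.0165 in the authors' deposited table. HMOX1 (chromosome 22, 35381096 to 35394207) had a log2 fold change of 4.53 (standard error 0.58) with an adjusted p-value of 0.0194 in the authors' deposited table, from an implied 175 reads in OLO to 4053 in OZO.

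The largest falls were smaller. DKK1 (chromosome 10, 52314281 to 52317657) fell by 3.04 on the log2 scale (standard error 0.19, adjusted p-value 0.00512) in the authors' deposited table, from an implied 635 to 76.9 reads. SKIDA1 (chromosome 10, 21513475 to 21525682) fell by 2.98 (standard error 0.42, adjusted p-value 0.0246) in the authors' deposited table. SLC6A14 and HRCT1 were at the floor of 3 reads in OZO. Against 3 reads they were 6.38-fold and 6.11-fold lower, with adjusted p-values of 0.0103 and 0.0162 in the authors' deposited table. These folds also leave out the spread between libraries. The long non-coding RNA LOC101928419 (chromosome 5, 56124101 to 56131456) fell by 2.65 (adjusted p-value 0.00984) in the authors' deposited table, from an implied 27.5 to 3.95 reads.

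The next question was whether ferroptosis-related genes changed. Ferroptosis is a cell death driven by iron-dependent lipid peroxidation. All 41 listed genes were found in the authors' deposited table, and over all genes tested 8 were called higher and 0 lower. Adjusted over the list alone, 11 were higher and 2 were lower. Because the study may have chosen part of the list on these samples, the count over the list alone is not independent evidence. At an unadjusted p-value under 0.05, 14 were higher and 2 lower. The count over all genes varied most with the threshold and was 2 at an adjusted p-value under 0.01. Over the whole list, 25 genes had a positive and 16 a negative fold change. Among genes with a mean of at least 10 reads, 8 of the 35 listed genes (22.9%) and 1870 of the 13738 others (13.6%) were called, with p = 0.133 in a two-sided Fisher's exact test across genes. This result depended on the adjustment. With the adjusted p-value recomputed over the genes with a mean of at least 10 reads, 13 of the 35 listed genes (37.1%, 11 higher and 2 lower) and 2827 of the 13738 others (20.6%) were called (Fisher's exact p = 0.0211). Over its alternatives the p-value ranged from 0.0106 to 0.134. Genes are not independent replicates, and a list chosen in part on these samples would favour a higher share.

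After HMOX1, the largest rise among the called ferroptosis genes was that of SQSTM1 (chromosome 5, 179806393 to 179838078), with a log2 fold change of 1.65 (standard error 0.23) and an adjusted p-value of 0.0235 in the authors' deposited table. FTL (chromosome 19, 48965309 to 48966879) had 1.11 (standard error 0.14, adjusted p-value 0.0181) and FTH1 (chromosome 11, 61964285 to 61967634) had 0.74 (standard error 0.10, adjusted p-value 0.0231) in the authors' deposited table. Both ferritin genes have many near-identical pseudogenes, so their counts are uncertain where reads could be split. GCLM (chromosome 1, 93885199 to 93909430) had the smallest p-value of the list, with a log2 fold change of 1.003 (standard error 0.056) and an adjusted p-value of 0.00424 in the authors' deposited table. GCLC (chromosome 6, 53497341 to 53545101) had 0.87 (standard error 0.059, adjusted p-value 0.006) in the authors' deposited table. ACSL3 and LPCAT3 rose by 0.56 and 0.34 with adjusted p-values of 0.0103 and 0.0364 in the authors' deposited table.

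Other genes of the pathway did not pass. SLC7A11 (chromosome 4, 138164097 to 138242349) had a log2 fold change of 0.56 with a standard error of 0.20 and an adjusted p-value of 0.217 in the authors' deposited table. GPX4 (chromosome 19, 1103994 to 1106779) had 0.10 with a standard error of 0.085 and an adjusted p-value of 0.428 in the authors' deposited table. NFE2L2, which encodes the transcription factor NRF2, had 0.13 and an adjusted p-value of 0.267 in the authors' deposited table. CHAC1 (chromosome 15, 40953471 to 40956512) fell by 2.16 with a standard error of 0.45 and an adjusted p-value of 0.0612 in the authors' deposited table. Adjusted over the list alone, CHAC1 passed as lower.

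**Figure D2:**
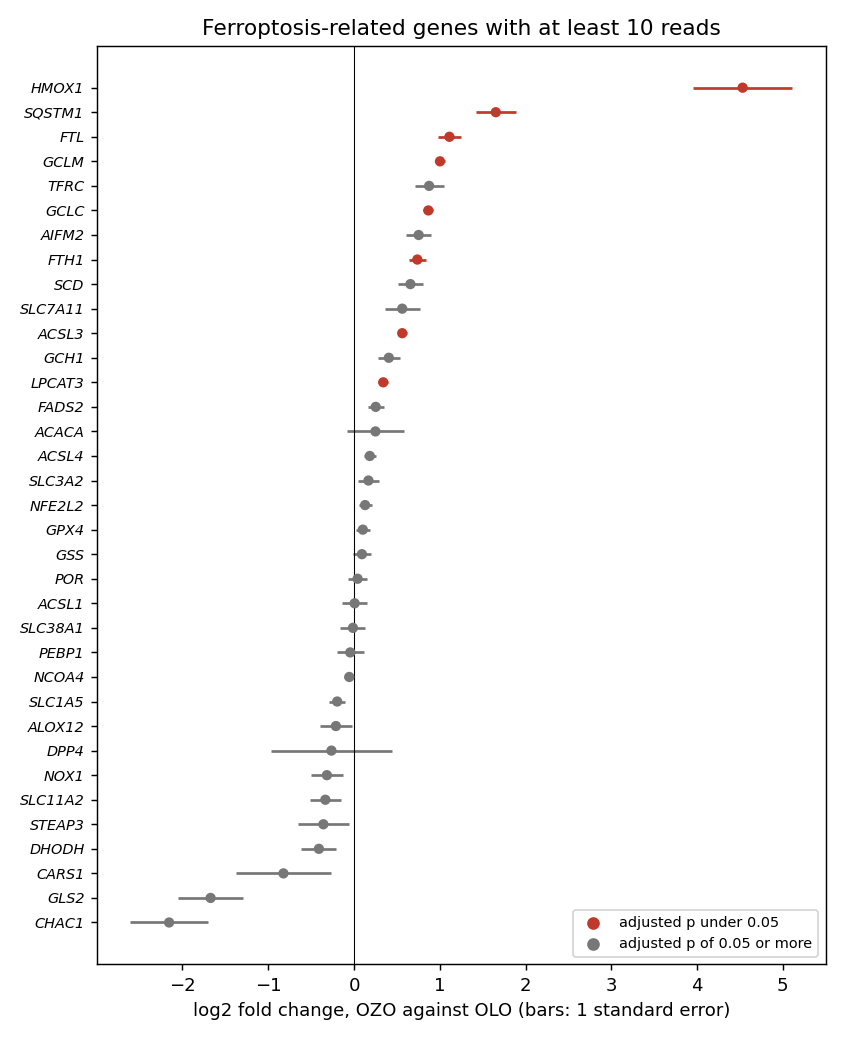
Log2 fold changes, OZO against OLO, of the 35 ferroptosis-related genes with a mean of at least 10 reads, from the authors' deposited table, with bars of 1 standard error computed as the fold change divided by t. The 8 genes with an adjusted p-value under 0.05 are in red and all lie above 0.

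Gene sets were then compared with all other genes. Of the 14 sets, 10 passed an adjusted p-value under 0.05 in the set test on the authors' moderated t, and the number ranged from 8 to 11 over the alternatives, with 8 under the rank version of the test. Neither fry nor an estimated inter-gene correlation can be run without values per library. Under a preset correlation of 0.05, 9 sets passed and the ferroptosis set did not. The hypoxia response set was shifted most, with a median log2 fold change of 1.62, 18 of 21 members called higher and an adjusted p-value of 3.00e-35, which was 3.15e-22 among genes with a mean of at least 10 reads and at most 1.55e-11 over its alternatives. Its median was the same with CA9 at its bound. Among its members KDM3A, PFKFB3 and PDK1 had the smallest p-values, with log2 fold changes of 1.99, 1.10 and 2.45 in the authors' deposited table. Glycolysis, which shares members with the hypoxia set, had a median of 0.48 and 10 of 17 members called higher. The adjusted p-value of glycolysis was 2.78e-19, with 5.31e-11 without shared members and at most 1.61e-09 over its alternatives. HK2, ALDOC and PGK1 had the smallest p-values in it, with log2 fold changes of 2.30, 2.20 and 0.98 in the authors' deposited table.

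The cytosolic ribosome set had 38 of 79 members called higher with a median of 0.26 and an adjusted p-value of 1.54e-23. RPL3, RPS2 and RPL10A had the smallest p-values of that set, with log2 fold changes of 0.50, 0.28 and 0.37 in the authors' deposited table. Ribosomal protein genes have many processed pseudogenes, so single members are uncertain. The NRF2 target set had a median of 0.42, 11 of 28 members called higher and an adjusted p-value of 4.99e-14. Besides GCLM and GCLC, its smallest p-value was that of PRDX1, with a log2 fold change of 0.31 in the authors' deposited table. The heat shock set had a median of 0.52 and an adjusted p-value of 2.94e-07, and its members with the smallest p-values, HSP90AA1, DNAJB1 and HSPD1, had log2 fold changes of 0.68, 1.79 and 0.40 in the authors' deposited table. The sterol synthesis set had a median of 0.30 and an adjusted p-value of 7.61e-05, and INSIG1 and HMGCS1 in it had log2 fold changes of 3.23 and 0.78 in the authors' deposited table. Of the 8 metallothionein-set members 4 had no read, and the set passed with an adjusted p-value of 3.05e-09. MT1X, SLC30A1 and MT2A had the smallest p-values in it, with log2 fold changes of 2.80, 1.86 and 1.19 in the authors' deposited table, and reads of MT1X and MT2A could be split between near-identical metallothionein genes. The mitotic genes were the only passing set that was lower, with a median of −0.37, 5 of 21 members called lower and an adjusted p-value of 1.42e-08. The genes compared with include the 7012 unread genes, each with a t of 1.78, which raises that background. Among genes with a mean of at least 10 reads the adjusted p-value of the mitotic set was 0.000151. CDC20 fell by 0.62, CCNB1 fell by 0.69 and KIF20A fell by 0.70 on the log2 scale in the authors' deposited table.

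The ferroptosis set had a median of 0.13 and an adjusted p-value of 0.00533, and the autophagy set had a median of 0.11 and an adjusted p-value of 0.000719. GABARAPL1, MAP1LC3B and TAX1BP1 had the smallest p-values of the autophagy set, with log2 fold changes of 1.39, 0.49 and 0.38 in the authors' deposited table. Centring shifts every set by one constant. The 2 medians were −0.06 and −0.08 when centred on the median of all genes, which the unread genes set, and 0.14 and 0.12 when centred on genes with a mean of at least 10 reads. Of 10000 lists matched on expression, 572 had a median as high as that of the ferroptosis set, which lay within their central 95%. With length and GC content matched too, 216 of 10000 did, and the ferroptosis median lay above the central 95% of −0.09 to 0.126. For the autophagy set, 877 of 10000 lists matched on expression had a median as high. With length and GC content matched too, 384 of 10000 did. The autophagy median lay within the central 95% in both matchings, although the set passed the set test. Of the 41 ferroptosis genes, 12 belong to another set, 7 of them to the NRF2 targets, and those 7 include 6 of the 8 called genes. The 29 genes in no other set had a median of 0.01 with 2 calls, and the set test on them gave an adjusted p-value of 0.856. Because most called genes were left out of it, this test cannot show that ferroptosis genes did not respond. The list was also not divided into inhibition-related and induction-related genes, as the study's figure divides them. Opposite changes could therefore cancel in a median or a directional set test. Across its settings the adjusted p-value of the ferroptosis set ranged from 0.00172 to 0.856. The sets that did not pass were the unfolded protein response (0.0753), fatty acid synthesis (0.189), ATF4 targets (0.721) and p53 targets (0.856), each with its adjusted p-value. The matched lists differed from the set test for a pair of these. The ATF4 target median of −0.14 lay below the central 95% of its lists matched on expression, with 9979 of 10000 lists at or above it, and the fatty acid synthesis median of 0.25 lay above it, with 138 lists at or above.

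Set medians were compared directly in 3 two-sided permutation tests over genes, with shared members left out, and genes are not independent replicates. The hypoxia median exceeded the ferroptosis median by 1.49 (p = 1e-05, the smallest the permutations can give, adjusted 3e-05). The hypoxia median exceeded the NRF2 target median by 1.199 (permutation p = 0.00012, adjusted 0.00018). The NRF2 target median exceeded the ferroptosis median by 0.35 (permutation p = 0.00677, adjusted 0.00677). This comparison leaves out the 7 shared genes, which include 6 of the 8 called ferroptosis genes.

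**Figure D3:**
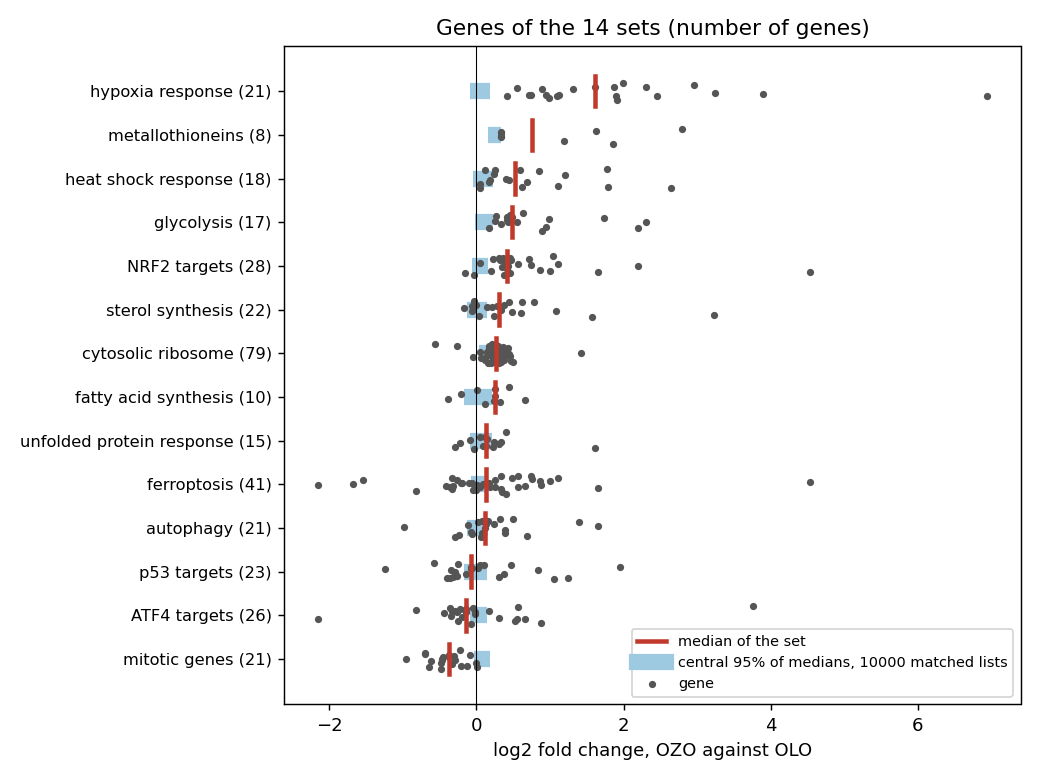
Log2 fold changes, OZO against OLO, of the genes of the 14 sets (points) in the authors' deposited table, with the median of each set (red line) and the central 95% of the medians of 10000 lists matched on mean expression (blue bar). The hypoxia response median of 1.62 lies far above its matched lists, the ferroptosis median of 0.13 lies within them (−0.06 when centred on the median of all genes, 0.14 when centred on genes with a mean of at least 10 reads), and the medians of the mitotic genes (−0.37) and ATF4 targets (−0.14) lie below theirs.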

Values the study reported

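The study reported 1984 differentially expressed genes in A375 cells treated with OZO compared with OLO. Of these, it counted 1121 as upregulated and 863 as downregulated.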

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

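No paired analysis was possible because the authors' table holds the comparison only, and values per library were not analysed here. For the same reason these alternatives, listed at the start, were not run: edgeR and DESeq2 in place of limma-voom, library sizes without normalization factors, other filters and pseudocounts on values per library, a common median per library, leaving out each replicate in turn, and the count of other splits of the libraries. How far a single library decides any result is therefore open. The alternatives with a filter on reads, the restriction to genes with a symbol, the centring on genes with a mean of at least 10 reads, the count of calls after centring and every alternative of Fisher's exact test were chosen after the data were seen.

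The number of genes called at an adjusted p-value under 0.05, 1999, became 271 at 0.01, 3162 at 0.1, 512 with a 2-fold minimum and 3115 with the fold changes centred on the median of all genes, which shared 1499 genes with the 1999. It stayed within 1.5 times under the other alternatives, from 1984 genes with a symbol to 2840 among genes with a mean of at least 10 reads, where fewer genes tested lower the adjusted p-values. That filter kept 1878 of the 1999 calls. The 1317 genes with an unadjusted p-value under 0.05 and 2-fold became 728 above the median of mean expression, 674 with a mean of at least 10 reads and 2401 at a log2 minimum of 0.58. The first 2 of these changes follow from the removal of weakly read genes.

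Of the ferroptosis list, 8 genes passed. The number was 13 above the median of mean expression, 13 with a mean of at least 10 reads, 13 at an adjusted p-value under 0.1, 2 at 0.01 and 4 with a 2-fold minimum. Fisher's exact test of the called share of the list, p = 0.133, gave 0.0395 above the median of mean expression, 0.0211 and 0.0106 with the adjustment over genes with a mean of at least 10 reads and with at least 1 read, 0.035 at an adjusted p-value under 0.1 and 0.017 with a 2-fold minimum, and 0.134 at 0.01. The share of calls higher in OZO, 56.6%, was 54.3% above the median of mean expression, 54.0% with a mean of at least 10 reads, 74.2% at an adjusted p-value under 0.01, 53.6% at 0.1 and 64.5% with a 2-fold minimum. For the threshold changes the cause was not tested. Centred on the median of all genes the share was 20.4%, because that median is set by the unread genes at a log2 fold change of 0.33. Centred on genes with a mean of at least 10 reads it was 58.1%.

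The number of sets that passed stayed between 8 and 11. Of 98 adjusted p-values of single sets over 7 alternatives, 87 kept their direction and their side of the threshold. The ferroptosis set no longer passed at a correlation of 0.05 (0.0672), in the rank version (0.381) and without members of other sets (0.856), over a range from 0.00172 to 0.856. The autophagy set no longer passed after centring on all genes (0.135) and in the rank version (0.259), over a range from 0.000445 to 0.259. The unfolded protein response passed among genes with at least 1 read (0.0434), over a range from 0.0434 to 0.582. The direction reversed, without passing in either direction, for ATF4 targets above the median of mean expression (0.875), with at least 1 read (0.869) and with a mean of at least 10 reads (0.879), and for p53 targets after centring on all genes (0.624) and in the rank version (0.143). Their ranges were 0.143 to 0.879 and 0.143 to 0.890. Except for the sets without shared members and the centring, where the construction shows the cause, the cause was not tested.

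Few counted reads limit the weakly read genes. With no read in 7012 genes and a mean under 10 reads in 121 of the calls, a fold of these genes rests on few reads. A low count is not shown to mean low expression. In the cytosolic ribosome set, RPS18 had an implied 0.96 reads in OLO and 3.42 in OZO, against 30160 and 36692 for RPS2. Whether depth or the counting of reads left such genes low was not tested.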

Other observations

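Set medians, numbers of calls and the medians by expression had been seen before the tests below were written. The tests on immediate early genes, of a single scaling factor, of the library size offset, and the comparison of weakly read genes with those far from any expressed gene were chosen only after the result was seen. The same holds for the standard error limits that told single-read genes apart, and for the decision to treat the ferroptosis and read-through tests as undecided.

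The hypoxia response set rose. HIF1A mRNA had a log2 fold change of 0.14 and an adjusted p-value of 0.519 in the authors' deposited table. Protein was not measured in these libraries, so the mRNA value does not show whether HIF1A activity changed. EGLN1 rose by 1.09 with an adjusted p-value of 0.00296 in the authors' deposited table. HIF1A and EGLN1 were chosen after their values were seen. For the hypoxia, cytosolic ribosome and NRF2 target sets, 0 of 10000 lists matched on mean expression had a median as high, and 0 of 10000 did when transcript length and GC content were matched too, which argues against the trend of the fold change with mean expression and against transcript length and GC content as the whole cause. For the ferroptosis set, 572 of 10000 lists matched on expression and 216 of 10000 lists matched on length and GC as well had a median as high, so the median lay within the central 95% in the first matching and above it in the second. With 25 members up and 16 down, these explanations and a change of the set cannot be told apart. A response to OZO that includes a hypoxia-like programme may explain the first pattern, as a hypothesis. Oxygen, the density of the cultures and any difference in handling between the groups were not tested, and a difference between library batches stays open, since values per library were not analysed here.

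Immediate early genes formed another group of rises. EGR1 and FOS were among the 5 largest rises and prompted a list of 27 immediate early genes, of which 17 were called higher and 0 lower in the authors' deposited table. The median log2 fold change was 1.90, also with floor members at their bound, and 11 called genes were at least 4-fold higher. Without EGR1 and FOS, the other 25 genes had a median of 1.75, and 0 of 10000 lists matched on mean expression and 0 of 10000 lists matched on transcript length and GC content as well had a median as high. That argues against the trend of the fold change with mean expression and against transcript length and GC content as the whole cause. The list was written after values were seen. Of its 27 genes 23 had a positive fold change. MYC (−1.23), KLF4 (−0.16) and FOSL1 (−0.16) were lower in the authors' deposited table without passing. The remaining gene, IER3, had a negative fitted value without passing. It had an implied 2.39 reads in OLO and 1.73 in OZO, at the floor in both groups, so no fold is given. Since such genes also respond to a change of medium or to handling, a response to OZO and a difference in how the groups were handled both stay open and were not tested.

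Among genes with a mean of at least 10 reads, the median fold change rose with mean expression, from −0.07 in the lowest class of these genes to 0.26 in the highest. The rise does not extend to all genes, since the unread genes sit at 0.33. The classes differed by 0.32, beyond their bootstrap intervals, which argues against one scaling factor that is off for a group. Across 13313 of these genes, which are not independent replicates, the rank correlation of fold change with mean expression was 0.137. It was 0.137 with transcript length held and 0.125 with GC content held, which argues against both as the whole cause. Other technical causes, such as RNA quality, and a change of the cells under OZO stay open and were not tested.

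Some calls rest on single reads. The deposited mean expression and standard errors single out 122 genes with 1 read in each of 3 libraries. In 16 of them, 8 in each direction, all 3 libraries appear to belong to the same group, and all 16 were called, with adjusted p-values of 0.00984 for OZO and 0.0231 for OLO in the authors' deposited table. That is 13.1% of such genes against 10% by chance (one-sided exact binomial p = 0.159). Chance placement of single reads is therefore a candidate explanation of these calls.

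Transcription that runs past the end of an expressed gene may raise weakly read genes downstream. Among 7190 weakly read genes, 498 lay within 20 kb downstream of an expressed gene on the same strand, with a median log2 fold change of 0.23, and 447 lay downstream of one on the opposite strand, with a median of 0.08. The first test, of the difference of 0.149, did not pass (two-sided permutation p = 0.139, adjusted 0.139). A comparison added afterwards, with 4620 genes near no expressed gene, gave a difference of 0.26 (permutation p = 0.00036, adjusted 0.00072 over the 2 comparisons). In 3 further comparisons with 2000 lists matched on expression, 0 lists had a median as high as the same-strand genes, 71 as the opposite-strand genes and 1524 as the 567 genes on the upstream side. Read-through and another effect of lying near expressed genes cannot be told apart, since the strand difference did not pass. An offset from unequal library sizes would add rising calls among weakly read genes. Of the 121 calls with a mean under 10 reads 52.9% were rising (two-sided exact binomial p = 0.586), which is too close to an even split to decide. The offset itself is seen in the genes with 1 read in each of 3 libraries of the same group. Their log2 fold change was 1.91 for OZO and −1.25 for OLO. Both kinds were called, so these genes do not show that the offset added calls.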
